# Reduced B7-H3 expression by *PAX3-FOXO1* knockdown inhibits cellular motility and promotes myogenic differentiation in alveolar rhabdomyosarcoma

**DOI:** 10.1038/s41598-021-98322-z

**Published:** 2021-09-22

**Authors:** Takuyo Kanayama, Mitsuru Miyachi, Yohei Sugimoto, Shigeki Yagyu, Ken Kikuchi, Kunihiko Tsuchiya, Tomoko Iehara, Hajime Hosoi

**Keywords:** Cancer, Oncology

## Abstract

B7-H3 (also known as CD276) is associated with aggressive characteristics in various cancers. Meanwhile, in alveolar rhabdomyosarcoma (ARMS), PAX3-FOXO1 fusion protein is associated with increased aggressiveness and poor prognosis. In the present study, we explored the relationship between PAX3-FOXO1 and B7-H3 and the biological roles of B7-H3 in ARMS. Quantitative real time PCR and flow cytometry revealed that *PAX3-FOXO1* knockdown downregulated B7-H3 expression in all the selected cell lines (Rh-30, Rh-41, and Rh-28), suggesting that PAX3-FOXO1 positively regulates B7-H3 expression. Gene expression analysis revealed that various genes and pathways involved in chemotaxis, INF-γ production, and myogenic differentiation were commonly affected by the knockdown of *PAX3-FOXO1* and *B7-H3*. Wound healing and transwell migration assays revealed that both PAX3-FOXO1 and B7-H3 were associated with cell migration. Furthermore, knockdown of *PAX3-FOXO1* or *B7-H3* induced myogenin expression in all cell lines, although myosin heavy chain induction varied depending on the cellular context. Our results indicate that PAX3-FOXO1 regulates B7-H3 expression and that PAX3-FOXO1 and B7-H3 are commonly associated with multiple pathways related to an aggressive phenotype in ARMS, such as cell migration and myogenic differentiation block.

## Background

B7-H3 (also known as CD276), a member of the B7 family of type I transmembrane proteins, is known to modulate T-cell function in a costimulatory^1,2^ or coinhibitory^3,4^ manner. Although B7-H3 protein has limited expression in normal human tissues, it is broadly overexpressed in various human cancers ^5–9^, including rhabdomyosarcoma ^10^. Therefore, B7-H3 has been highlighted in recent years as an attractive surface antigen for molecular targeted therapy, such as those using monoclonal antibody ^11^ and chimeric antigen receptor (CAR) T-cells^10,12^. In addition to its immune regulatory roles in the tumor microenvironment, B7-H3 is known to be associated with tumor cell proliferation, migration, invasion, metabolism, and angiogenesis; therefore, it is related to a poor prognosis^13–19^.

Rhabdomyosarcoma (RMS) is the most common soft tissue malignancy in children^20^. It consists of two major subtypes, namely the alveolar RMS (ARMS) and the embryonal RMS (ERMS). The majority of ARMS are associated with specific fusion proteins, PAX3-FOXO1 or PAX7-FOXO1^21–23^. The expression of PAX3-FOXO1 is associated with increased aggressiveness and a poor prognosis^24^. PAX3-FOXO1 may function as a more potent transcriptional activator than PAX3, and induces the expression of a number of transcriptional targets that lead to tumorigenesis, cell proliferation, migration, invasion, and differentiation block^25–27^.

Although PAX3-FOXO1 contributes to aggressive characteristics in ARMS, and B7-H3 does the same in other cancers, limited information is available regarding the function of B7-H3 in ARMS and about the relationship between PAX3-FOXO1 and B7-H3. In this context, we hypothesized that PAX3-FOXO1 regulates B7-H3 expression and contributes to aggressive characteristics in ARMS. In this study, we analyzed the association of PAX3-FOXO1 and B7-H3 by knocking down the expression of *PAX3-FOXO1* and performing gene expression analysis. We demonstrate that *PAX3-FOXO1* knockdown downregulates the expression of B7-H3 in ARMS and that PAX3-FOXO1 and B7-H3 share common gene expression profiles, which contribute to the aggressive phenotype of ARMS.

## Results

### B7-H3 expression is downregulated by *PAX3-FOXO1* knockdown in alveolar rhabdomyosarcoma

To investigate the effect of *PAX3-FOXO1* on the expression of B7-H3, knockdown of *PAX3-FOXO1* transcripts was performed by siRNA targeting *PAX3-FOXO1* (siPF). In each *PAX3-FOXO1* fusion gene-positive ARMS cell line (RH-30, RH-41, and RH-28), a high knockdown efficiency of *PAX3-FOXO1* was confirmed by quantitative real time polymerase chain reaction (qRT-PCR), although *PAX3-FOXO1* was not detected in *PAX3-FOXO1*-negative RD cells (Fig. 1a). Next, qRT-PCR for *B7-H3* revealed that *PAX3-FOXO1* knockdown decreased the expression of *B7-H3* in the *PAX3-FOXO1*-positive cell line, but not in the *PAX3-FOXO1-*negative RD cells (Fig. 1b). In addition, flow cytometry analysis demonstrated that *PAX3-FOXO1* knockdown decreased the expression of B7-H3 in the *PAX3-FOXO1*-positive cell lines, but not in the *PAX3-FOXO1-*negative RD cells (Fig. 1c,d). These results suggest that PAX3-FOXO1 positively regulates the expression of B7-H3 at both the mRNA and protein levels.

**Figure 1:**
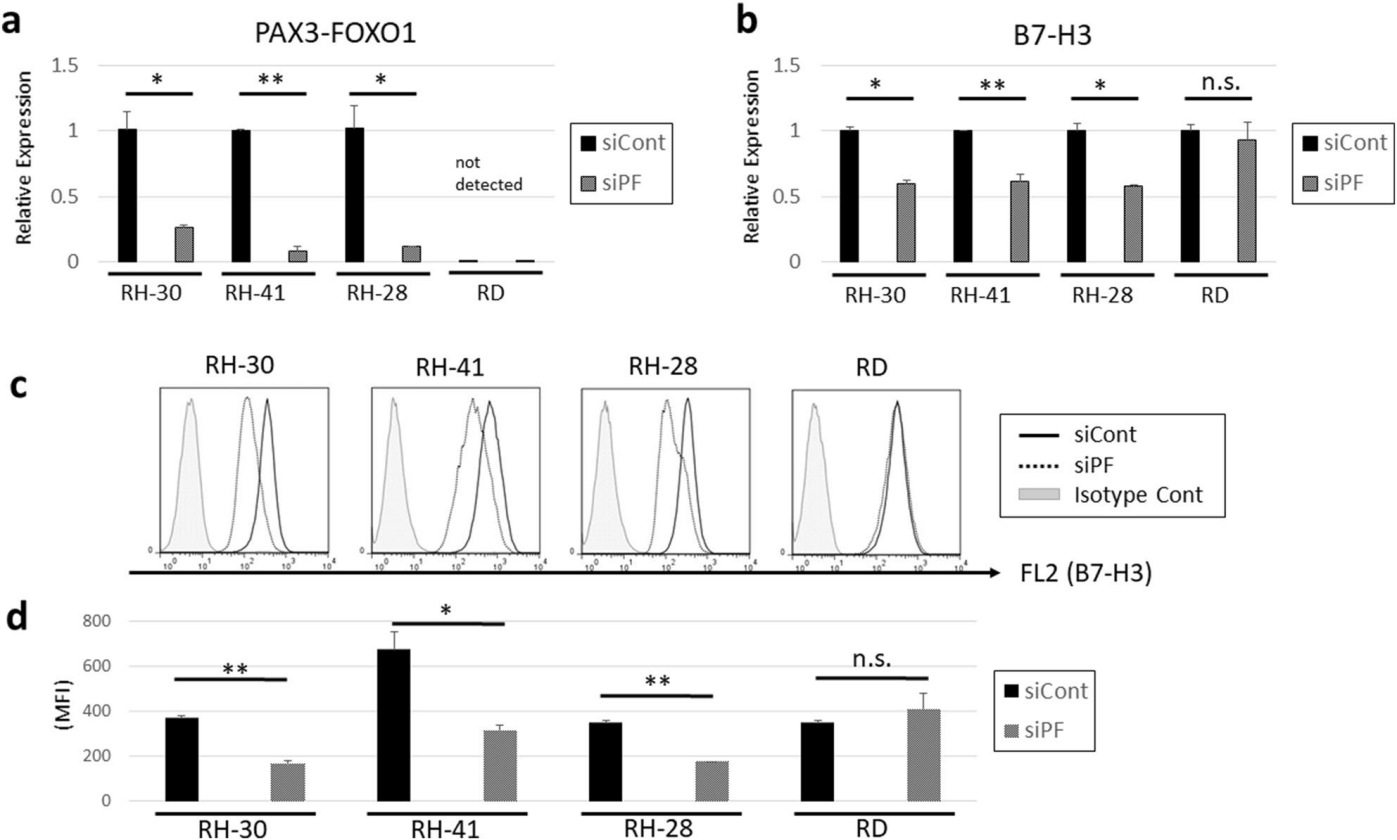
Knockdown of *PAX3-FOXO1* downregulates the expression of *B7-H3*. (**a**) Quantitative real-time PCR (qRT-PCR) analysis of *PAX3-FOXO1*. Knockdown efficacy of *PAX3-FOXO1* was confirmed in three *PAX3-FOXO1* positive ARMS cell lines. RD, a *PAX3-FOXO1*-negative cell line, was used as a negative control. (**b**) qRT-PCR analysis of *B7-H3*. (**c**) Representative histogram of flow cytometry analysis of B7-H3. (**d**) Mean fluorescence index of B7-H3 in flow cytometry analysis. Results shown are means ± SD. *p < 0.05, **p < 0.01, n.s. *p* > 0.05, by two-tailed unpaired *t* test.

### PAX3-FOXO1 and B7-H3 are associated with multiple pathways related to an aggressive rhabdomyosarcoma phenotype

To unravel the pathways affected by *PAX3-FOXO1* and *B7-H3* in ARMS, gene expression analysis was performed using microarray and gene set enrichment analysis (GSEA). 

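Rh-30 is an established ARMS cell line that carries the PAX3-FOXO1 fusion gene. RNA of Rh-30 cells was hybridized to 3 GeneChip Human Genome U133 Plus 2.0 arrays, 1 each for siCont, siPF and siB7-H3. The siRNAs were used at 5 nM, and the notes of the deposit place the harvest 24 h after transfection. With 1 array per condition there was no replicate error, no test between conditions was possible, and every difference given for these arrays lies between 2 arrays. The deposited values are intensities on a linear scale, 1 per probe set, made by the authors with the Affymetrix Expression Console software 1.4.1. The paper's text does not name the summarization method. The mean intensity without the lowest and highest 2% of probe sets was 500.1 on each array, and the median intensity was 70.4 for siCont, 71.6 for siPF and 70.5 for siB7-H3. Of 54675 probe sets, 62 were array controls, 41091 were named with 1 gene, 1801 with several genes and 11721 with none in the platform annotation. The 41091 probe sets stood for 19775 genes, and each gene was represented by its probe set with the highest mean log2 intensity. Intensities were converted to log2 with no floor and no pseudocount, and the value of siCont was subtracted. The differences depended on the level of the gene. Among the tenth of genes with the lowest mean level, with a median intensity of 5.52, the SD of the log2 difference across genes was 1.86 for siPF and 1.76 for siB7-H3. It was 0.27 and 0.24 among the tenth with the highest level, with a median intensity of 5487. A level rule was therefore used for naming genes, by which the higher of the 2 arrays compared had to reach the 60th percentile of its own probe sets (an intensity of 132 for siCont, 137 for siPF and 134 for siB7-H3).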

The gene expression signature of siPF or siRNA targeting B7-H3 (siB7-H3) transfected Rh-30 cells (Rh-30 siPF or Rh-30 siB7-H3, respectively) was compared with that of control siRNA (siCont) transfected Rh-30 cells (Rh-30 siCont). 

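CD276 was lower on the siB7-H3 array and FOXO1 on the siPF array, at 2 or more probe sets each. CD276, the gene of B7-H3, had an intensity of 1486 in siCont and 362 in siB7-H3, a log2 difference of -2.04, and 1381 in siPF, a log2 difference of -0.11. Another probe set of CD276 gave 460 in siCont, 349 in siPF and 11.4 in siB7-H3, and a dim probe set with 54.4 in siCont gave 77.6 and 83.6. FOXO1, which supplies the 3' part of the fusion transcript, had an intensity of 678 in siCont, 249 in siPF and 650.0 in siB7-H3, which gave log2 differences of -1.45 and -0.06. At another FOXO1 probe set the intensities were 358, 88.4 and 373, and a dim FOXO1 probe set gave 7.62, 4.203 and 6.41. PAX3, which supplies the 5' part, had 381 in siCont, 329 in siPF and 398 in siB7-H3. The remaining PAX3 probe sets gave 233, 194 and 154, or lay under an intensity of 70 on all arrays. The positions of the probes along the transcripts were not used here, so whether a PAX3 or FOXO1 probe set read the fusion transcript, the normal transcript or both was not determined, and a lower level of the fusion transcript itself is not shown by these values.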

Gene expression analysis revealed that in Rh-30 siPF and Rh-30 siB7-H3, the expression levels of 636 and 565 genes were decreased, respectively (log 2 ratio, ≤ 1.0), and those of 700 and 549 genes were increased, respectively (log 2 ratio, ≥ 1.0), compared with the respective levels in Rh-30 siCont (Fig. 2a,b). Among them, the expression levels of 130 genes were downregulated and those of 159 genes were upregulated in both the Rh-30 siPF and Rh-30 siB7-H3 compared to the respective levels in the Rh-30 siCont (Fig. 2a,b). 

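Counted over 19775 genes, 1856 genes were at least 2-fold lower and 1922 at least 2-fold higher in siPF than in siCont, and 1868 genes were lower and 1730 higher in siB7-H3. Most of these genes were dim. Under the level rule 118 genes were lower and 145 higher in siPF, and 87 were lower and 83 higher in siB7-H3.
Among the genes that passed the level rule in siPF, the 10 lowest included ASS1, the enzyme that makes argininosuccinate from citrulline, which went from 5095 to 1172, a log2 difference of -2.12. RELN, which encodes the secreted protein reelin, went from 1287 to 120.0, and LRRC10B from 792 to 65.9. TMCO4 went from 696 to 140, C8orf34 from 528 to 131, ZNF570 from 251 to 68.2 and SPN, which encodes CD43, from 285 to 77.3. Another probe set of C8orf34 gave a log2 difference of 0.085 and another of SPN 0.44. SLC33A2, FLJ40288 and ALDH5A1, the latter an enzyme of GABA breakdown, were close to the level limit, at 138 to 152 in siCont. With values under the 60th percentile of each array set to it, a floor chosen after the data were seen, these 3 genes had log2 differences of -0.15, -0.12 and -0.0077 and ZNF570 -0.87, and the other 6 of the 10 lowest stayed past 2-fold. The floor cannot test a gene whose higher value lies less than 2-fold above it, since such a gene cannot stay past 2-fold. ZNF570 and these 3 genes were of this kind. The 10 highest in siPF were ADAM33, LRRC37A3, FGFR3, RGS11, LINC02504, CKB, HIPK3, MPND, CHRM4 and MYOG. Of these, HIPK3, a protein kinase, went from 1427 to 8755, CKB, the brain-type creatine kinase, from 198 to 1244, and MYOG, the gene of myogenin, from 605 to 3386. The other 7 were under 28 in siCont, so their differences rest on dim values. With the floor ADAM33 had a log2 difference of 1.35, LRRC37A3 0.58, CHRM4 0.28, LINC02504 0.28, MPND 0.26, RGS11 0.16 and FGFR3 0.12, behind CKB, HIPK3 and MYOG. Another probe set gave -0.02 for FGFR3 and -0.82 for LRRC37A3.
In siB7-H3, the 10 lowest included CD276, TOMM22, a receptor of mitochondrial protein import, which went from 4493 to 1209, and PIGU, a subunit of the enzyme that attaches GPI anchors, from 1412 to 367. Both were within a log2 difference of 0.33 of siCont in siPF. RUNDC3A, PNMT, TBX19, EHBP1L1, SMO and ZNF219 went from at most 170 in siCont to under 40 in siB7-H3, and SPN from 285 to 79.4. With the floor none of the 6 genes was past 2-fold, with 0.012 for RUNDC3A, -0.086 for PNMT, 0.0041 for TBX19, -0.021 for EHBP1L1, -0.34 for SMO and -0.26 for ZNF219. Their siCont levels lay less than 2-fold above the floor, so this result was fixed and does not test them. The other probe set of RUNDC3A gave a log2 difference of 0.66 and that of ZNF219 0.47, 2 of the 3 others of EHBP1L1 gave 0.36 and 0.21, and 1 of the others of SPN gave 1.08. The 10 highest in siB7-H3 were POM121L12, MUC6, ZNF385A, SEMA5B, RSPH3, MEIS3P1, RCE1, AGO4, PRB1 and ZC3H3. Of these, AGO4, an Argonaute protein of small RNA silencing, had the highest level, at 369 in siCont, 1037 in siPF and 1088 in siB7-H3. With the floor AGO4 (1.56) and RCE1 (1.40) stayed past 2-fold, whereas RSPH3 had 0.86, POM121L12 0.67, ZC3H3 0.65, PRB1 0.31, MEIS3P1 0.22, SEMA5B 0.21, ZNF385A 0.20 and MUC6 0.14. The other probe set of RCE1 gave a log2 difference of 0.27 in siB7-H3, short of 2-fold, and the 3 others of AGO4 gave 0.55 to 1.30.
Over all levels, 94.1% of the genes past 2-fold in siPF (3555 of 3778) and 96.0% of those in siB7-H3 (3455 of 3598) had their highest intensity of the 3 arrays under 163, the 95th percentile of a list of genes restricted to other tissues, such as pancreatic and retinal genes.

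**Figure D1:**
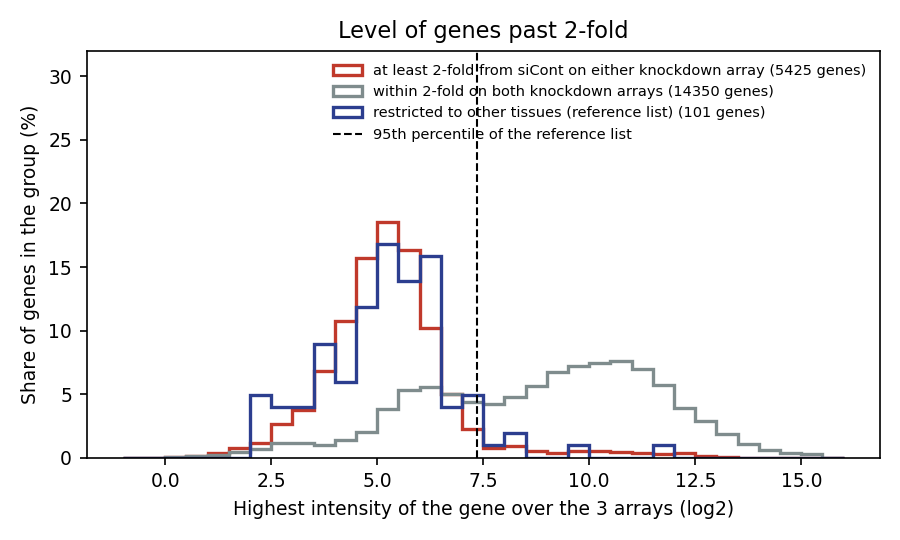
Histogram of the highest log2 intensity of each gene over the 3 arrays, as the share of genes in each group. Genes at least 2-fold from siCont in either knockdown (5425 genes, median intensity 37.2) lie at the level of the 101 measured genes restricted to other tissues (median 39.6), whereas genes within 2-fold in both (14350 genes) have a median of 593. The dashed line marks an intensity of 163, and genes restricted to other tissues are also counted in the other groups.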

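Over all 19775 genes, 716 were at least 2-fold lower and 990 at least 2-fold higher in both siPF and siB7-H3. Under the level rule 14 genes were lower and 42 higher in both.
The 10 shared lower genes with the largest smaller change included STYK1, FRK, a kinase of the Src family, with 442 in siCont, 143 in siPF and 188 in siB7-H3, and SPN. PUS10, a pseudouridine synthase, went from 399 to 151 and 128, ATG10, which acts in autophagosome formation, from 276 to 125 and 127, and FAXDC2 from 805 to 274 and 369. ZNF594, BTNL3, ANKMY1 and ZBED10P completed the 10. STYK1, BTNL3, ANKMY1 and ZBED10P lay less than 2-fold above the floor in siCont. They could therefore not stay past 2-fold with it, and the floor does not test them. For SPN, PUS10, ATG10, FAXDC2, FRK, ZNF594 and ANKMY1 at least 1 other probe set went the other way in at least 1 of the comparisons. The 10 shared higher genes were POM121L12, SEMA5B, RSPH3, AGO4, UTS2R, ZDHHC19, XIRP1, BTBD2, TMEM170B and LIMCH1. LIMCH1, which encodes an actin-associated protein, went from 818 to 2176 and 2014, and XIRP1, an actin-binding protein of striated muscle, from 115 to 378 and 293. The 3 other probe sets of RSPH3 gave log2 differences from -1.20 to -0.23 in siB7-H3, and 2 of them -1.46 and -0.53 in siPF. Another probe set of POM121L12 gave -0.050 in siB7-H3 and another of ZDHHC19 -0.23 in siPF. With the floor AGO4, XIRP1, TMEM170B and LIMCH1 stayed past 2-fold in both, and POM121L12, SEMA5B, RSPH3, UTS2R, ZDHHC19 and BTBD2 did not.
Both comparisons use the same siCont array, which alone makes them alike. Independent lists of these sizes would share 175 lower and 168 higher genes. When the 3 values of each gene were shuffled among the arrays 100 times, the median was 718 shared lower genes (664 to 799) and 1010 shared higher genes (950.0 to 1079). With the siPF array as the reference, 793 genes were lower and 985 higher in the other pair of arrays, and with the siB7-H3 array as the reference 646 and 1046. The covariance of the log2 differences across genes was 0.49, against a median of 0.51 in the shuffles (0.48 to 0.53). Among the 10608 genes at or over the 60th percentile on any array, 14 were shared lower and 54 shared higher, against shuffle medians of 15 and 51, and the covariance was 0.076 against 0.067 (0.061 to 0.074). With siPF as the reference this covariance was 0.080 and with siB7-H3 0.047. The controls could not be split, so part of the sharing may come from the shared siCont array. Genes are not independent replicates.

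**Figure D2:**
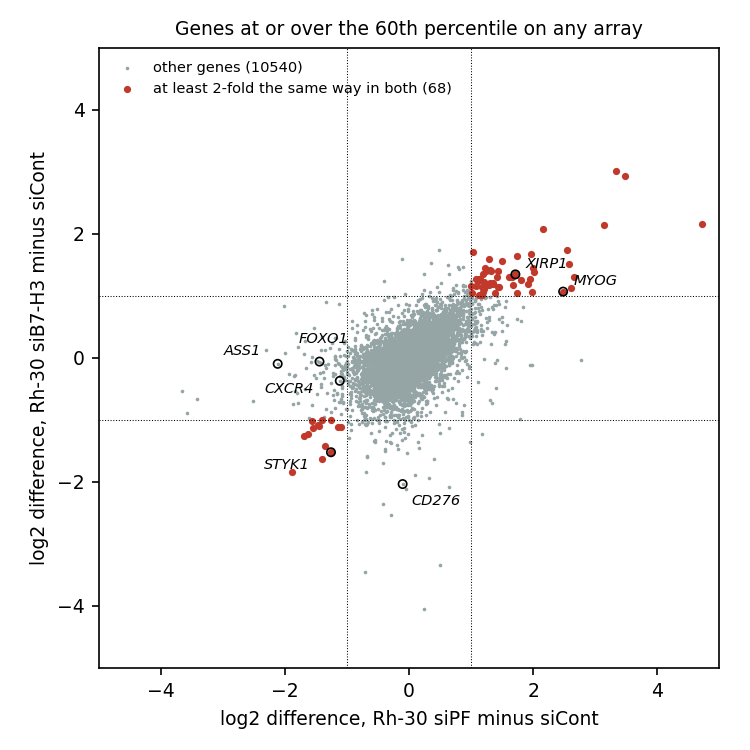
Log2 difference to siCont in siPF (horizontal axis) and in siB7-H3 (vertical axis) for the 10608 genes at or over the 60th percentile on any of the 3 arrays, 1 point per gene. Red points are the 68 genes at least 2-fold the same way in both, dotted lines mark 2-fold, and CD276 and FOXO1 lie beyond 2-fold in 1 comparison each.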

A heat map of top 50 shared downregulated or upregulated genes is shown in Fig. 2c.

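Of the gene symbols that could be read in the heat map, 13 are shown as lower and 17 as higher in both knockdowns, and 12 and 17 of these had a probe set named with 1 gene. All 12 lower genes were at least 2-fold lower in both comparisons, and 15 of the 17 higher genes were at least 2-fold higher in both. These genes were dim. The highest intensity over the 3 arrays was at most 50.03 for the lower genes and 131 for the higher genes, with medians of 27.9 and 42.3, and all lay under the intensity of 163, the 95th percentile of the genes restricted to other tissues. No gene of this group passed the level rule. INS, the insulin gene, had an intensity of 26.0 in siCont, 1.68 in siPF and 1.39 in siB7-H3. PPBP, a platelet chemokine, had 22.7, 1.11 and 0.604, and TSPAN8 had 40.5, 2.28 and 2.16. BBOX1, PIWIL1, POU1F1, HLA-DPA1, LYSMD2, FIGLA, PGLYRP3, GOLT1A and RGS22 were lower in the same range. Of the 2 other probe sets of HLA-DPA1, 1 was past 2-fold higher in both, with log2 differences of 1.31 and 1.46, and 1 was lower, with -4.40 and -4.03. Among the higher genes, PAX7, a transcription factor of muscle stem cells, had 9.85 in siCont, 72.2 in siPF and 77.3 in siB7-H3, and another PAX7 probe set gave a log2 difference of -4.69 in siB7-H3. ZNF702P had 1.52, 47.5 and 67.9, CCR8, a chemokine receptor, had 5.31, 51.2 and 45.1, and KYNU had 8.28, 65.7 and 51.9. IMPG1, RNF17, CCDC54, PSG4, BCORP1, H2BC1, CYP4B1, RAB39B, WFDC9, PNPLA1 and TAFA1 were likewise at least 2-fold higher in both. Other probe sets of KYNU, RAB39B and RNF17 went the other way in siB7-H3, with log2 differences of -0.54, -0.75 and -0.83, and 2 of RNF17 also in siPF. IGKC had 101, 115 and 131, and CTNNA2 had 3.56, 25.7 and 3.51. The 7 other probe sets of IGKC ranged from -1.49 to 2.94 in siPF and from -0.94 to 3.12 in siB7-H3. The symbols were read from a picture, so no test was run on them.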

**Figure 2:**
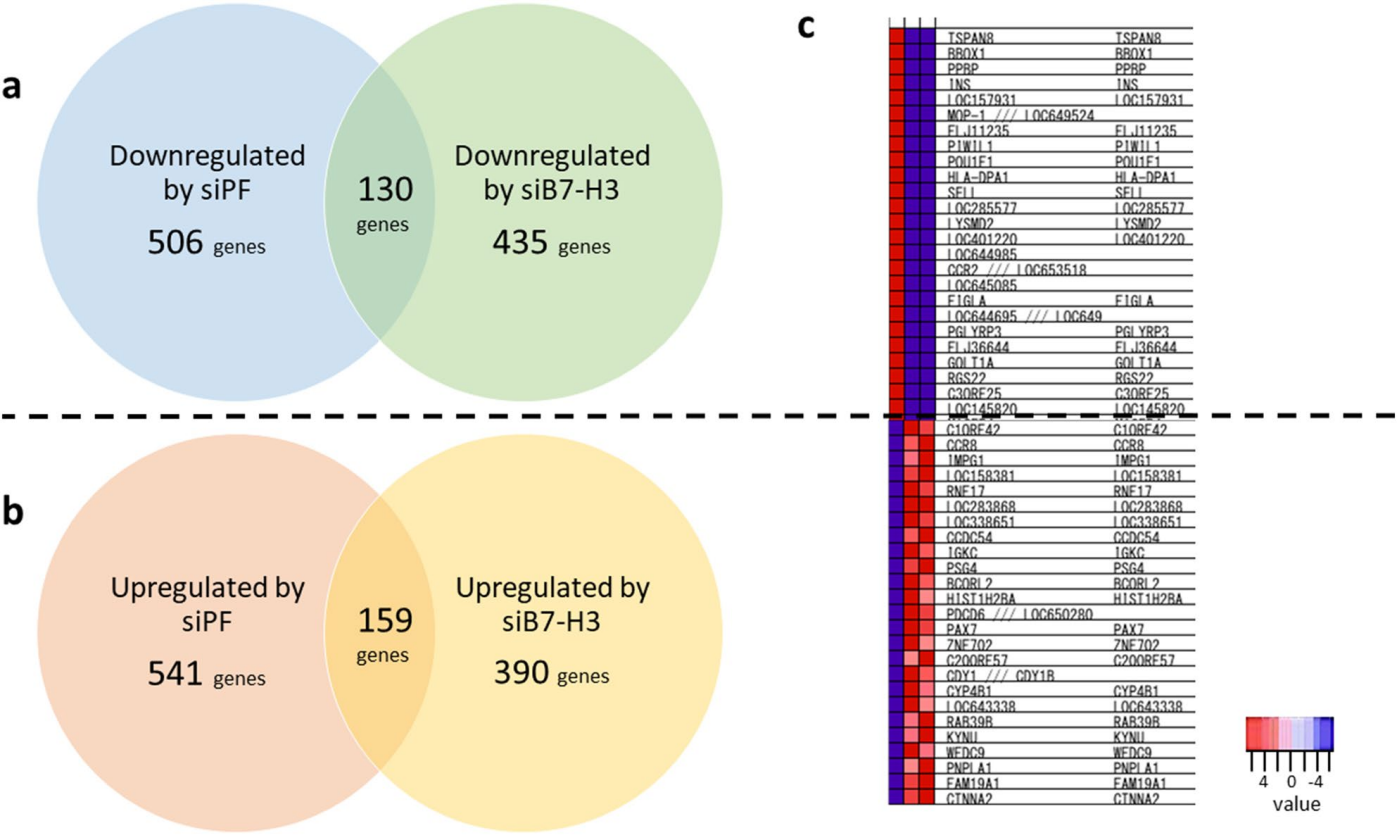
Gene expression analysis. Knockdown of *PAX3-FOXO1* and *B7-H3* reveal shared down/upregulated genes. (**a**) Venn diagram of genes that were downregulated by the knockdown of *PAX3-FOXO1* or *B7-H3*. (**b**) Venn diagram of genes that were upregulated by the knockdown of *PAX3-FOXO1* or *B7-H3*. (**c**) Heat map of the top 50 genes that were down/up-regulated by the knockdown of *PAX3-FOXO1* or *B7-H3*. The left line shows Rh-30 siCont, the middle Rh-30 siPF, and the right siB7-H3.

GSEA revealed that several pathways related to chemotaxis, INF-γ production, and regulation of T cell immunity were inactivated in both Rh-30 siPF and Rh-30 siB7-H3 unlike in Rh30 siCont, suggesting that *PAX3-FOXO1* and *B7-H3* may contribute to tumor cell metastasis and immune evasion (Fig. 3a,b). In contrast, several pathways related to muscle cell differentiation were activated in both Rh-30 siPF and Rh-30 siB7-H3 but not in Rh30 siCont, suggesting that *PAX3-FOXO1* and *B7-H3* may block myoblast differentiation (Fig. 3c,d).

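The gene sets of the GSEA were not used here, and lists of chemotaxis, interferon gamma production and T cell mediated immunity genes written beforehand were examined in their place. Few of their genes were expressed above the level rule, and the members went both ways.
Of 67 measured chemotaxis genes, 19 passed the level rule, 11 of them below and 8 above siCont in siPF, and 7 below and 12 above in siB7-H3. CXCR4 was past 2-fold lower in siPF, and CCL2, a monocyte chemokine, past 2-fold higher, at 142 in siCont, 493 in siPF and 214 in siB7-H3. The median log2 difference of the whole list was -0.15 in siPF, at the 3.7th percentile of 10000 random lists of the same size and level, and 0.08 in siB7-H3, at the 84.1st percentile. Among the 11 members with a mean level at or over the 60th percentile of genes, the median was -0.41 in siPF, below all random lists, and 0.11 in siB7-H3. With the mean of the whole list the values were -0.016 in siPF, at the 39.0th percentile, and -0.15 in siB7-H3.
Of 68 measured interferon gamma production genes, 17 passed the level rule in each comparison. In siPF none of these was past 2-fold. In siB7-H3 CD276, which is itself on this list, and ZFPM1, a cofactor of GATA factors that had 229 in siCont and 89.7 in siB7-H3, were past 2-fold lower, ZFPM1 not with the floor (-0.77). The list's median was 0.03 in siPF and -0.08 in siB7-H3, at the 59.2nd and 24.7th percentiles. Among the 10 members at or over the 60th percentile of genes the median in siB7-H3 was -0.25, at the 0.30th percentile, and without CD276 it was -0.21, at the 1.2nd percentile. In siPF the median of these 10 members was -0.084, at the 16.5th percentile.
Of 64 measured genes of T cell mediated immunity, 21 passed the level rule in siPF and 22 in siB7-H3, and EMP2, an epithelial membrane protein, was the 1 gene past 2-fold, with 587 in siCont, 1491 in siPF and 1337 in siB7-H3. The list's median was -0.08 in siPF, at the 12.0th percentile, and -0.0028 in siB7-H3, at the 51.3rd percentile. With the median over each gene's probe sets it was 0.14 in siB7-H3, at the 97.6th percentile. A list was taken to stand apart in the highest or lowest 2.5% of random lists, which describes these arrays and is no test between conditions.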

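Expressed genes of the contractile apparatus were mostly higher on both knockdown arrays, whereas dim ones went both ways. Of 47 measured sarcomere and myosin genes, 17 passed the level rule in siPF and 16 of these were above siCont. TNNI1 and TNNI2, the slow and fast skeletal forms of troponin I, MYL4, a myosin light chain, MYBPC2, a myosin-binding protein, and KLHL41, a sarcomere assembly factor, were past 2-fold higher. TNNI1 went from 1971 to 4121, KLHL41 from 1953 to 4381, and MYL4 from 724 to 1542. In siB7-H3, 14 of 16 members were above siCont and none of these was past 2-fold, with TNNI1 at 2763 and KLHL41 at 2680. Both comparisons use the same siCont array, so part of these counts may come from it. The 42 probe sets of added control transcripts, which the cells do not make, had medians of 0.20 in siPF and 0.25 in siB7-H3. TNNI2 and MYBPC2, at 46.9 and 39.7 in siCont, passed the level rule in siPF through their higher values there, and in siB7-H3 they were also past 2-fold, with log2 differences of 1.05 and 1.19, but too dim for the rule. With the floor neither was past 2-fold in siPF (0.24 and 0.18), so the counts under the rule do not compare the knockdowns. Over all levels 12 members were past 2-fold higher and 4 lower in siPF (MYH6, MYH7B, MYBPC1 and MYOM1, all dim). In siB7-H3, 7 were past 2-fold higher and 4 lower (TCAP, TNNC2, ACTA1 and CAPN3, all dim). Dim myosin heavy chains were also among the higher ones. MYH3 had 5.29 in siCont, 36.3 in siPF and 87.4 in siB7-H3, and MYH6 had a log2 difference of 1.84 in siB7-H3. The median log2 difference of the list was 0.31 in siPF and 0.28 in siB7-H3, at the 99.91st and 99.95th percentiles of 10000 random lists of the same size and level. The mean was 0.28 in siPF, at the 96.5th percentile and so no longer in the highest 2.5%, and 0.33 in siB7-H3, at the 99.2nd percentile. The 12 members at or over the 60th percentile of genes had a median of 0.61 in siPF, above all random lists. In siB7-H3 their median was 0.17, at the 98.4th percentile and so also in the highest 2.5%.
Of 61 measured muscle differentiation genes, 41 passed the level rule in siPF, 26 of them above and 15 below siCont. MYOG had a log2 difference of 2.48 in siPF and 1.07 in siB7-H3, where its intensity was 1269. DOK7, an adaptor of the neuromuscular junction, with 757 in siCont, had 1789 and 1497, and VGLL2, a cofactor of TEAD factors in muscle, had 647, 1656 and 1118. SGCA, alpha-sarcoglycan, was past 2-fold lower in siPF, from 191 to 94.7, which with the floor was a log2 difference of -0.48. MYOD1, the myoblast factor, had 11471 in siCont, 8688 in siPF and 13046 in siB7-H3, and MYF5 had 415, 213 and 342. MYOD1 and MYF5 were within 2-fold and were named outside the selection of genes fixed beforehand. In siB7-H3, 28 of 42 members under the level rule were above and 14 below siCont. Over all levels 5 members were past 2-fold higher in siPF, MYOG, DOK7, VGLL2, KLHL40 and ATP2A1, and 3 lower, SGCA, MYF6 and PGAM2. KLHL40, ATP2A1, MYF6 and PGAM2 did not pass the level rule. In siB7-H3, 2 were past 2-fold higher, MYOG and CKM, and 7 lower, CKMT2, CACNG1, CASQ2, TRDN, PGAM2, LBX1 and SMPX. All of these but MYOG were dim. The median of the list was 0.17 in siPF, at the 99.7th percentile, and 0.086 in siB7-H3, at the 92.6th percentile. With the mean in place of the median the value was 0.15 in siPF, at the 88.1st percentile, and below siCont in siB7-H3, at -0.13 and the 13.03rd percentile. The siB7-H3 median was 0.16, at the 99.75th percentile, for members at or over the 60th percentile of genes and 0.12, at the 98.7th, with the median over probe sets.
For actinin binding, 19 of 22 members under the level rule were above siCont in siPF and 16 of 22 in siB7-H3. XIRP1 and SYNPO2L, a Z-disc protein that went from 459 to 1252 in siPF and 706 in siB7-H3, were past 2-fold higher in siPF, and XIRP1 in siB7-H3. The median over 36 measured genes was 0.21 in siPF, at the 99.35th percentile, and 0.12 in siB7-H3, at the 94.9th. The list of actin filament polymerization and organization, with 86 measured genes, had a median of 0.046 in siPF and 0.030 in siB7-H3, at the 79.9th and 55.3rd percentiles, and after quantile normalization the siB7-H3 median was below 0, at -0.0064. In it DIAPH3, a formin, went from 2469 to 970.02 in siPF, LMOD3, a leiomodin of thin filaments, from 47.5 to 163 in siPF (0.31 with the floor), and SSH2, a cofilin phosphatase, from 1167 to 578 in siB7-H3, where 3 of its 4 other probe sets went the other way, with log2 differences of 2.36, 1.53 and 0.066.
From the GSEA of both knockdown arrays together against siCont, the paper proposes that PAX3-FOXO1 and B7-H3 may contribute to metastasis and immune evasion and may block myoblast differentiation. For the mean of both knockdowns the sarcomere and myosin median was 0.22, at the 99.84th percentile. Muscle differentiation and actinin binding had 0.14 each, at the 99.63rd and 98.11th, but did not stand apart in some other settings. Actin filament polymerization and organization had 0.052, at the 89.6th percentile. Chemotaxis, interferon gamma production and T cell mediated immunity had -0.16, -0.079 and -0.063, none in the lowest 2.5%.

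**Figure D3:**
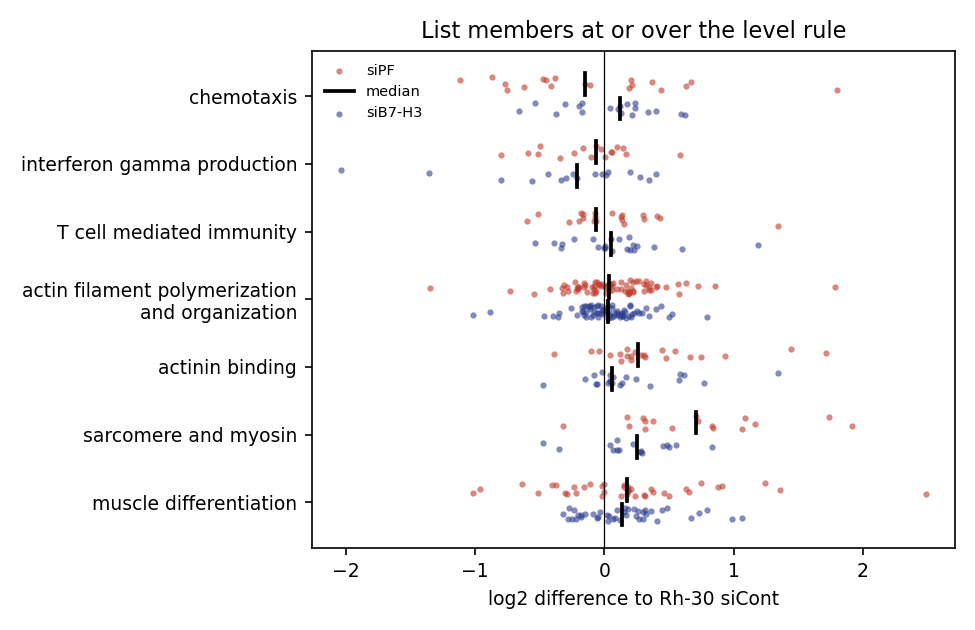
Log2 difference to siCont of the members of 7 gene lists that passed the level rule, in siPF (red) and siB7-H3 (blue), 1 point per gene, with black bars for medians. The 17 sarcomere and myosin genes in siPF have a median of 0.71 and the 16 in siB7-H3 a median of 0.25, and the members shown differ between the knockdowns where a gene passed the rule in 1 of them.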

**Figure 3:**
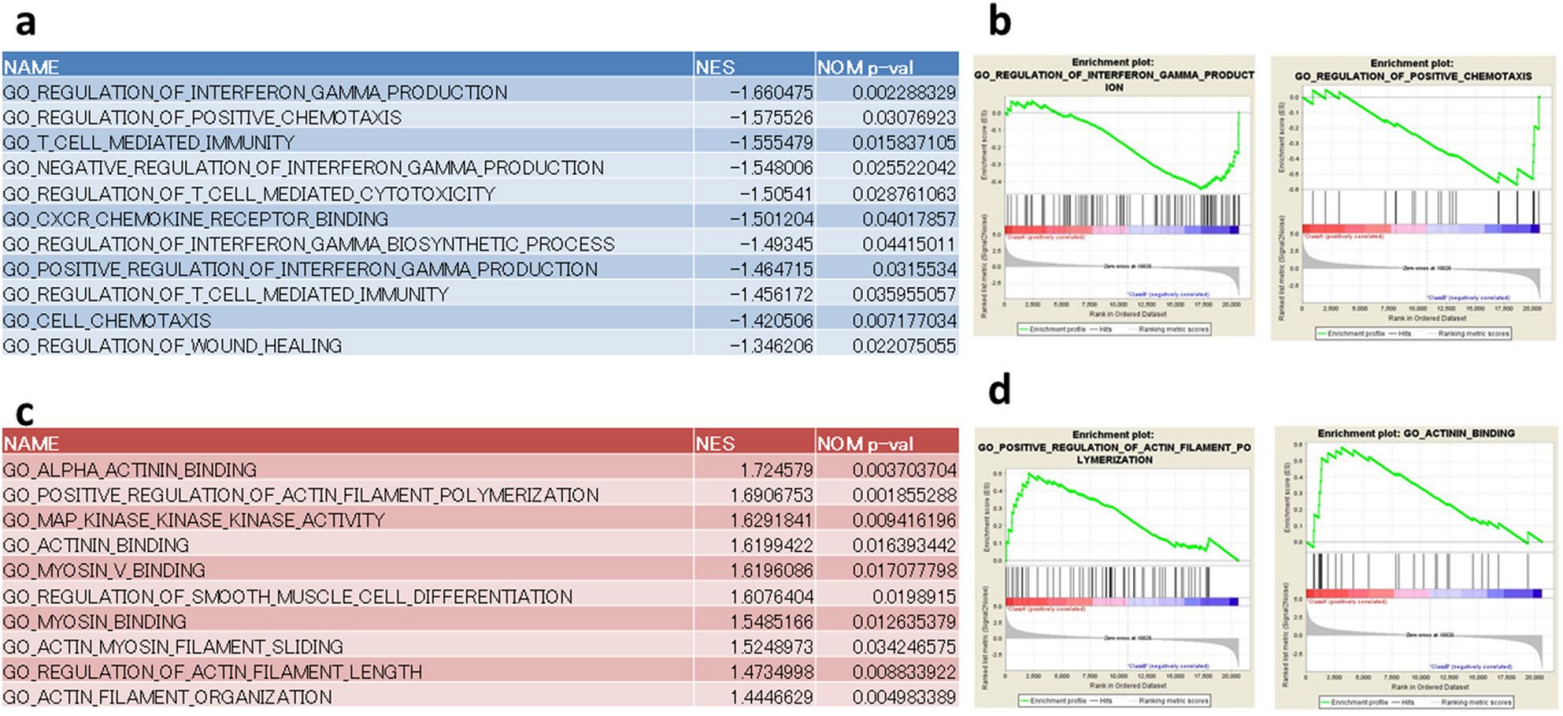
Gene set enrichment analysis (GSEA). (**a**) Representative list of impoverished gene sets upon knockdown of *PAX3-FOXO1* and *B7-H3*. (**b**) Enrichment plot from the GSEA. Interferon gamma production (left panel) and chemotaxis (right panel). (**c**) Representative list of enriched gene sets upon knockdown of *PAX3-FOXO1* and *B7-H3*. (**d**) Enrichment plot from the GSEA. Actin filament polymerization (left panel) and actin binding (right panel).

### PAX3-FOXO1 and B7-H3 are associated with cell migration

To confirm that *PAX3-FOXO1* and *B7-H3* contribute to metastasis in ARMS, as suggested by GSEA, we performed wound healing and transwell assays. Wound healing assays revealed that cell migration in ARMS was significantly attenuated by the knockdown of *PAX3-FOXO1* or *B7-H3* in all the three cell lines (Fig. 4a,b). The transwell assays similarly demonstrated that cell migration in ARMS was significantly attenuated by the knockdown of *PAX3-FOXO1* or *B7-H3* in all the three cell lines (Fig. 4c).

**Figure 4:**
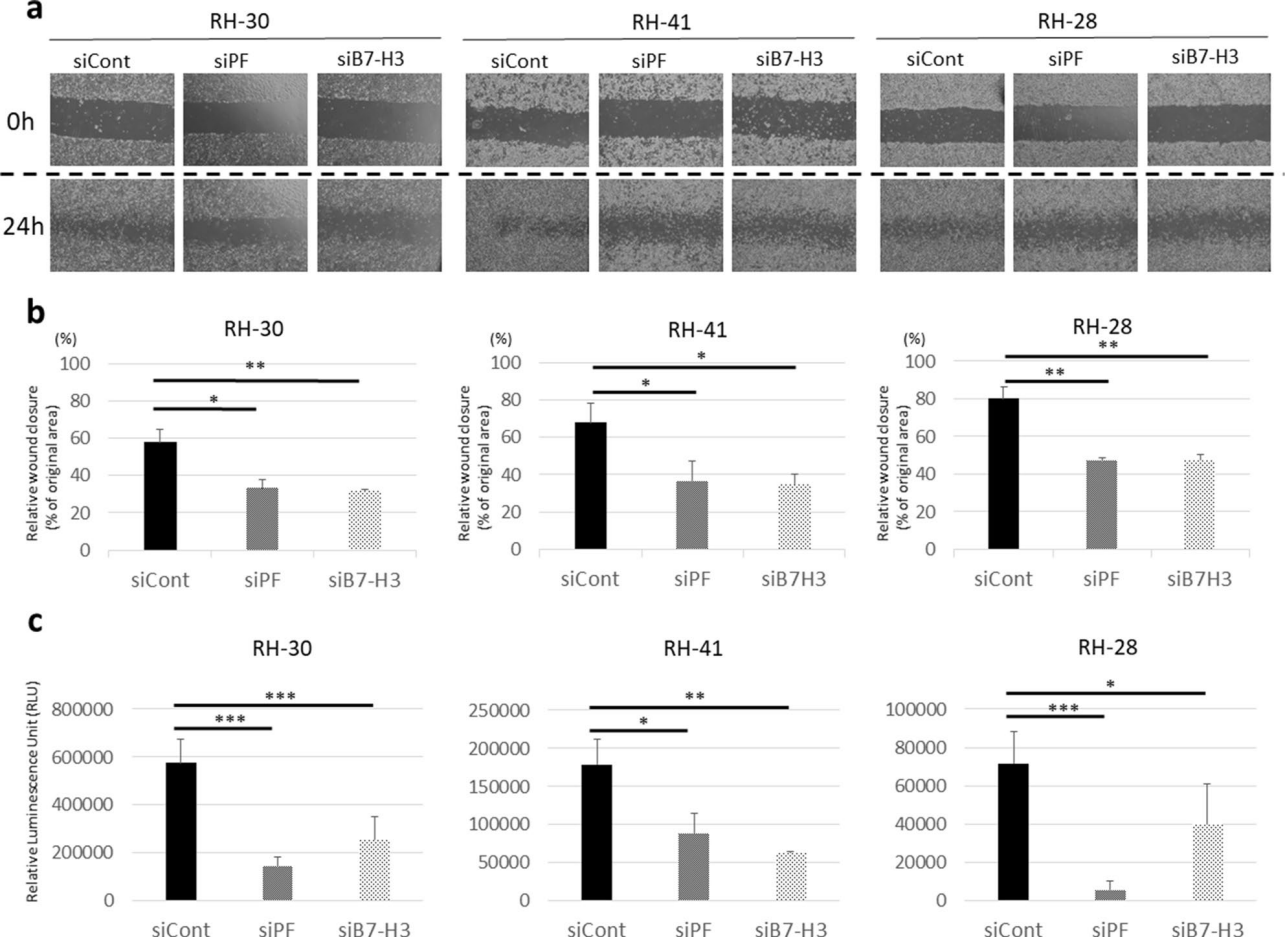
Knockdown of *PAX3-FOXO1* or *B7-H3* attenuates cell migration. (**a**) Representative figure of a wound healing assay. (**b**) Relative healed wound area (% of original wound area) in a wound healing assay. Knockdown of *PAX3-FOXO1* or *B7-H3* attenuates cell migration. (**c**) Transwell assay. Relative luminescence units are shown as the quantification of migratory cells. Results shown are means ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, by two-tailed unpaired *t* test.

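On the arrays of Rh-30, CXCR4, the receptor of the chemokine CXCL12, had an intensity of 947 in siCont, 436 in siPF and 732 in siB7-H3. The log2 difference to siCont was -1.12 in siPF and -0.37 in siB7-H3. The other CXCR4 probe sets gave -0.61 and -0.57 in siPF, which is short of 2-fold, and -0.27 and -0.15 in siB7-H3. STYK1, which encodes a kinase-like membrane protein, had an intensity of 221 in siCont, 92.2 in siPF and 76.8 in siB7-H3, with log2 differences of -1.26 and -1.52. Its other probe set gave 223, 102 and 61.9, with log2 differences of -1.13 and -1.85. With values under the 60th percentile of each array set to that percentile, a setting chosen after the data were seen, the STYK1 differences were -0.69 and -0.72. At 221 in siCont STYK1 lay less than 2-fold above that percentile. It could not stay past 2-fold in this setting, which therefore does not test its lower level.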

To determine the pathways contributing to cell migration that are affected by *PAX3-FOXO1* and *B7-H3*, we performed qRT-PCR for *CXCR4* and *STYK1*, as gene expression analysis indicated that both these genes were downregulated in Rh-30 siPF and Rh-30 siB7-H3. As expected, *CXCR4* was downregulated by transfection of all the three cell lines with siPF or siB7-H3 (Fig. 5a). In addition, *STYK1* was downregulated in Rh-30 and Rh-41 by transfection with siPF or siB7-H3, although in Rh28, *STYK1* was downregulated by transfection with siPAX3-FOXO1, but not siB7-H3 (Fig. 5b).

**Figure 5:**
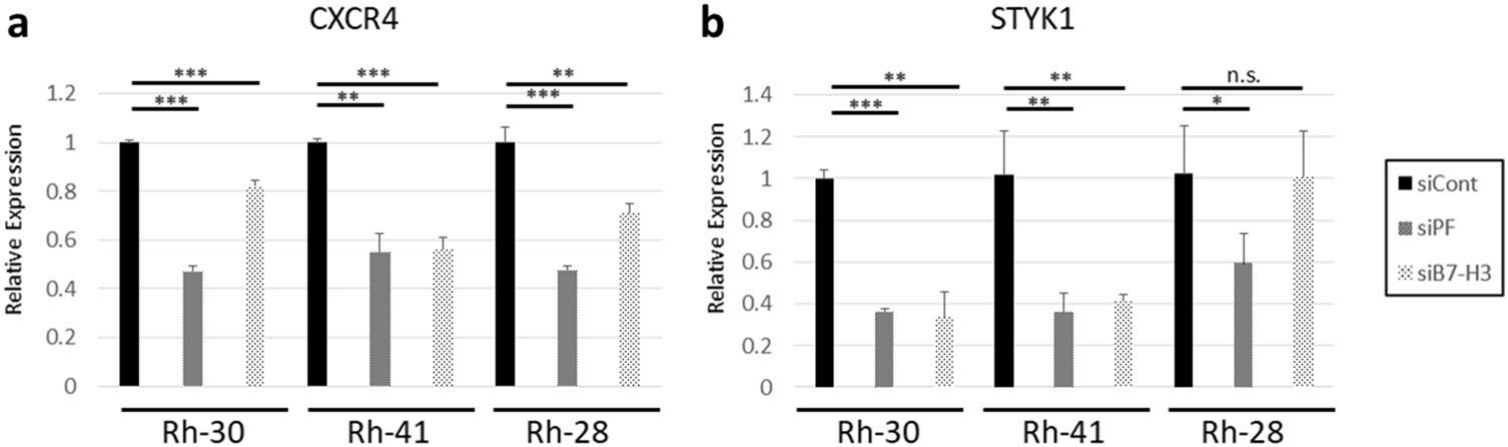
*CXCR4* and *STYK1* expression levels are regulated by PAX3-FOXO1 and B7-H3. (**a**) Quantitative real-time PCR (qRT-PCR) analysis of *CXCR4*. (**b**) qRT-PCR analysis of *STYK1*. Results shown represent means ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, n.s. *p* > 0.05, by two-tailed unpaired *t* test.

### PAX3-FOXO1 and B7-H3 negatively regulate myogenin expression and interfere with myogenic differentiation

Because the results of GSEA suggested that PAX3-FOXO1 and B7-H3 may block myoblast differentiation, we investigated the expression level of myogenin, a transcription factor required for myoblast differentiation, following knockdown of *PAX3-FOXO1* or *B7-H3*. Both qRT-PCR and western blot analyses revealed that myogenin was upregulated in all the three cell lines by transfection with siPF or siB7-H3 (Fig. 6a,b). To investigate whether upregulation of myogenin led to differentiation, we examined the expression level of myosin heavy chain (MyHC) in the ARMS cell lines. Immunofluorescence of MyHC revealed that in Rh-30 cells, transfection with siPF induced MyHC more strongly than the transfection with siB7-H3, whereas in Rh-41 cells, transfection with siB7-H3 induced MyHC more strongly than did siPF (Fig. 6c).

**Figure 6:**
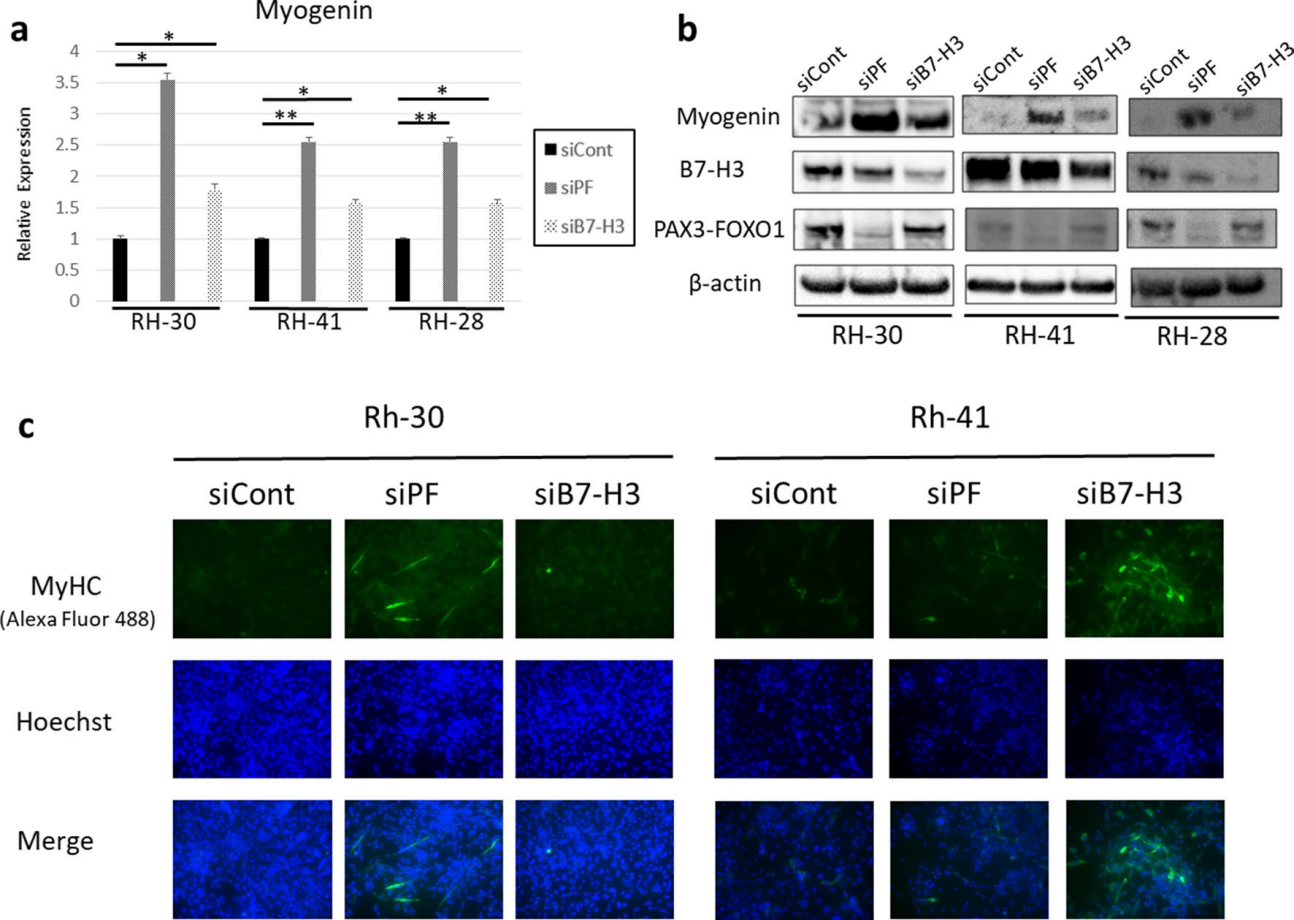
Knockdown of *PAX3-FOXO1* and *B7-H3* induces the expression of myogenin and may induce myoblast differentiation. (**a**) Quantitative real-time PCR analysis of *myogenin*. (**b**) Western blot analysis of myogenin. Knockdown of *PAX3-FOXO1* (detected by anti-PAX3 antibody) and *B7-H3* induces the expression of myogenin. (**c**) Immunofluorescence of myosin heavy chain. Results shown represent means ± SD. *p < 0.05, **p < 0.01, by two-tailed unpaired *t* test.

## Discussion

In this study, we investigated the regulatory mechanism and function of B7-H3 in PAX3-FOXO1-positive ARMS. PAX3-FOXO1 regulates the expression of many target genes^25^, and we determined that PAX3-FOXO1 also regulates B7-H3 expression in ARMS. Our data indicate that although regulated by PAX3-FOXO1, B7-H3 regulates the expression of numerous genes, some of which are also regulated by PAX3-FOXO1. Therefore, B7-H3 is considered to be an important protein downstream of PAX3-FOXO1 that contributes to aggressive characteristics of PAX3-FOXO1-positive ARMS.

Based on the GSEA results, we demonstrate that B7-H3 is associated with cell migration in ARMS, similar to that in various other cancers. However, the mechanisms by which B7-H3 regulates migration differ according to the type of cancer. For example, B7-H3 regulates CXCR4 in gastric cancer^16^, PI3K signaling in bladder and colorectal cancers^14,15^, JAK2-STAT3 signaling in hepatocellular carcinoma^28^, and MMP-2 in melanoma^29^. Our data show that B7-H3 regulates CXCR4 in ARMS. Notably, CXCR4 is also regulated by PAX3-FOXO1^30^. Previous report have shown that antibody to CXCR4 inhibit metastasis in ARMS ^31^. In addition, we found that PAX3-FOXO1 regulates the expression of STYK1, which is also associated with tumor invasion and metastasis^32,33^, although molecular targeted therapy against STYK1 is not developed. B7-H3 also regulates STYK1 expression in Rh-30 and Rh-41 cells, but not in Rh-28 cells, indicating that the effect of B7-H3 on STYK1 varies depending on the ARMS cell line.

Furthermore, we demonstrate that knockdown of *B7-H3*, as well as of *PAX3-FOXO1*, upregulates the expression of myogenin, a transcription factor needed for myogenic differentiation^34^. Although PAX3-FOXO1 inhibits myogenic differentiation in ARMS^26,35^, the effect of B7-H3 on myogenic differentiation has not been determined. Among the various functions of B7-H3 in cancer, inhibition of differentiation (not limited to myogenic differentiation) has not been reported. However, despite the observation regarding the induction of myogenin by B7-H3 knockdown in all three cell lines, the induction of further differentiation as detected by the expression of MyHC was found to vary with the cell line. Knockdown of *PAX3-FOXO1* induced the expression of MyHC more strongly than did the knockdown of *B7-H3* in Rh-30 cells, whereas *B7-H3* knockdown induced the expression of MyHC to a greater extent than did *PAX3-FOXO1* in Rh-41 cells, indicating that myogenin expression, which leads directly to increased expression of MyHC, may be dependent on the cellular context.

These results suggest that B7-H3 might be a potential therapeutic target in ARMS with PAX3-FOXO1, which itself is not yet targetable in the present clinical settings. In various cancers, B7-H3 is an attractive surface antigen for molecular targeted therapy^36^. Enoblituzumab (MGA271) is a monoclonal antibody for B7-H3 and causes antibody-dependent cell-mediated cytotoxicity (ADCC)^11^. Enoblituzumab was evaluated in a phase 1 clinical study and demonstrated acceptable tolerability in the treated patients with solid cancer (trial NCT01391143). Additionally, antibody drug conjugate (ADC) therapies and CAR T cells for B7-H3 also demonstrated outstanding results in preclinical studies and in a phase 1 clinical trial for childhood cancer^10,12,37,38^. These targeted therapies for B7-H3 might be used for treating *PAX3-FOXO1* positive ARMS that exhibits a poor prognosis with conventional intensive therapy. A phase 1 clinical trial of enoblituzumab in children and young adults with B7-H3-expressing relapsed or refractory malignant solid tumors, including ARMS, is currently being conducted (trial NCT02982941).

Our results demonstrate that B7-H3 affects cell migration and myogenic differentiation and is one of the cancer driver genes in *PAX3-FOXO1* positive ARMS. As cancer antigen escape seems less likely to occur when the cancer driver gene is a target antigen, B7-H3-targeting immunotherapy might be an attractive treatment option for *PAX3-FOXO1* positive ARMS, although we did not examine the anti-B7-H3 targeted therapy for ARMS in this study. The analysis of B7-H3 targeted therapy is warranted in the future.

This study has several limitations. First, we did not investigate the association between B7-H3 and tumor immunity in ARMS, although the GSEA indicated that gene sets related to INF-γ production and T cell-mediated cytotoxicity were inactivated by knockdown of *PAX3-FOXO1* or *B7-H3*. As B7-H3 is thought to be involved in tumor evasion from host immunity in other cancers, the relationship between B7-H3 and tumor evasion should be a focus of future studies. Second, we used only one siRNA for each gene. Therefore, we could not exclude the possibility of off-target effect by siRNA. Third, we did not investigate the function of B7-H3 in ARMS by in vivo experiments. In vivo experiments using the siRNA-treated cells would provide more evidence that strengthen our study results.

In conclusion, our findings demonstrate that PAX3-FOXO1 regulates B7-H3 expression, and PAX3-FOXO1 and B7-H3 are commonly associated with multiple pathways related to an aggressive phenotype in ARMS. In particular, PAX3-FOXO1 and B7-H3 contribute to cell migration and inhibit myogenic differentiation. This study provides evidence that B7-H3 contributes to the malignant characteristics of *PAX3-FOXO1* positive ARMS.

## Materials and methods

### Cell lines and cell culture

*PAX3-FOXO1* positive human ARMS cell lines, Rh-30, Rh-41, and Rh-28 that were kindly provided by Peter J. Houghton M (The Greehey Children's Cancer Research Institute, San Antonio, TX), as well as *PAX3-FOXO1* negative human ERMS cell line, RD that was obtained from JCRB (Japanese Collection of Research Bioresources) Cell Bank, were used in this study. The cells were maintained in RPMI 1640 medium (Nakarai Tesque, Kyoto, Japan), supplemented with 10% fetal bovine serum (FBS; Gibco, Carlsbad, CA), penicillin (100 U/mL), and streptomycin (100 µg/mL) at 37 °C in a humidified atmosphere of 5% CO_2_.

### siRNA and knockdown

siCont and an siB7-H3 were purchased from Invitrogen (Carlsbad, CA; catalog numbers AM4611 and AM16708-s37290, respectively). siPF was custom-synthesized as described previously^26^. Briefly, siPF targets the fusion sites between exon 7 of *PAX3* and exon 2 of *FOXO1*. The sense and antisense sequences for siPF were 5′-CCUCUCACCUCAGAAUUCAtt-3′ and 5′-UGAAUUCUGAGGUGAGAGGtt-3′, respectively. Transfection of cells with the siRNAs was carried out using Lipofectamine RNAiMAX (Invitrogen) according to the procedures recommended by the manufacturer. The final concentration of siRNAs was 5 nM. Six hours after transfection, the medium containing the siRNAs and Lipofectamine RNAiMAX was replaced with fresh RPMI1640 medium containing 10% FBS.

### RNA extraction, reverse transcription, and qRT-PCR

Total RNA was extracted from rhabdomyosarcoma cell lines using an RNeasy mini kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. cDNA was synthesized using a SuperScript VILO cDNA synthesis kit (Invitrogen) according to the manufacturer’s instructions. qRT-PCR was carried out in a 7300 Real time PCR System (Applied Biosystems, Carlsbad, CA) with TB Green Premix Ex Taq II (Clontech Laboratories, Madison, WI) according to the manufacturer’s protocol. The PCR primers used in the study were as follows: for *GAPDH*: 5′-GCACCGTCAAGGCTGAGAAC-3′ (forward) and 5′-ATGGTGGTGAAGACGCCAGT-3′ (reverse); for *PAX3-FOXO1*: 5′-TCCAACCCCATGAACCCC-3′ (forward) and 5′-GCCATTTGGAAAACTGTGATCC-3′ (reverse); for *B7-H3*: 5′-CAAGGCAATGCATCCCTGAG-3′ (forward) and 5′-CTTCGAGTAGGGAGCGGC-3′ (reverse); for *MYOG*: 5′-GGACGGAGCTCACCCTGA-3′ (forward) and 5′-TTACACACCTTACACGCCCA-3′ (reverse). The levels of target mRNAs were determined using the delta delta CT method and were normalized to the expression level of GAPDH. All experiments were performed in triplicate.

### Western blot analysis

Twenty-four hours after transfection with siRNAs, the cells were lysed with RIPA buffer (Nakarai Tesque). Samples were boiled for 10 min in NuPAGE sample buffer (Invitrogen) and were separated by SDS–polyacrylamide gel electrophoresis. The proteins were subsequently transferred onto an Immobilon-P PVDF transfer membrane (Millipore, Bedford, MA). The membranes were blocked with 3% bovine albumin (Nakarai Tesque) prepared in phosphate-buffered saline with Tween 20 (PBS-T) and then incubated with one of the primary antibodies: β-actin (1:10,000, Sigma-Aldrich, St. Louis, MO), PAX3 (1:500, R&D Systems, Minneapolis, MN), Myogenin (1:500, Novus Biologicals, Centennial, CO), and B7-H3 (1:1000, Cell Signaling Technology, Danvers, MA). The membranes were then washed with PBS-T and incubated with anti-mouse or anti-rabbit secondary antibody (1:10,000, Santa Cruz Biotechnology, Santa Cruz, CA). Antibody binding was detected using an ECL prime detection system (GE Healthcare, Buckinghamshire, UK).

### Flow cytometry

Cells were harvested, washed twice with PBS, and incubated for 30 min on ice with PE-conjugated anti-human B7-H3 antibody (Biolegend, San Diego, CA). Next, the cells were analyzed on a FACS Calibur (BD Biosciences, Franklin Lakes, NJ) with the FlowJo software (Treestar, San Carlos, CA).

### Gene expression analysis

Total RNA was extracted from RH-30 cells transfected with siCont, siPF, or siB7-H3. The total RNA was used for cRNA target synthesis using a GeneChip 3′IVT PLUS Reagent Kit (Thermo Fisher Scientific, Waltham, CA). Biotin-labeled cRNA was hybridized to a GeneChip Human Genome U133 Plus 2.0 Array (Thermo Fisher Scientific). Hybridized arrays were stained and scanned with a Genechip 3000 7G Scanner (Thermo Fisher Scientific). Data were analyzed with the Affymetrix Expression Console Software 1.4.1. All microarray data are available at the Gene Expression Omnibus database under accession number GSE127703. GSEA was performed using GSEA 3.0 (Broad Institute, San Diego, CA). A group consisting of RH-30-siPF and RH-30-siB7-H3 was compared with RH-30-siCont, and gene sets at a nominal *p* value (NOM *p*-val) < 5% were considered to be significantly enriched.

### Wound healing assay

After transfection of cells with siRNAs, the cell layers were scratched using a pipette tip. Immediately after scratching (0 h), the plates were photographed and the wound area was measured using the ImageJ software and defined as the original area (100%). After 24 h of scratching, the plates were photographed again. In addition, the area of the healed wound was measured and presented as a percentage of the original area. All assays were performed in triplicate.

### Transwell migration assay

At 24 h of transfection of cells with the siRNAs, each cell line was resuspended in serum-free RPMI medium. Twenty-four well-sized transwell plates with an 8-µm pore size (Corning, Corning, NY) were used for this assay. First, 1.0 × 10^5^ cells suspended in 100 µL of serum-free medium were seeded on each insert, and 650 µL of RPMI medium with 10% FBS was added to the receiver plates. The plates were incubated for 24 h, and cells migrating onto the receiver plates were quantified as relative light units (RLU) using the Cell Titer Glo luminescent cell viability assay (Promega, Heidelberg, Germany) according to the procedures recommended by the manufacturer. All the assays were performed in triplicate.

### Immunofluorescence

At 24 h of transfection of cells with the siRNAs, Rh-30 and Rh-41 cells were resuspended in serum-free RPMI medium. After 7 days of resuspension, cells were fixed with 4% paraformaldehyde and permeabilized with 0.1% Triton-X100. Next, the cells were washed and incubated with anti-MyHC antibody (Sigma-Aldrich) overnight (1:350), rinsed with PBS, and incubated with Alexa Fluor 488 goat anti-mouse IgG (Life Technologies, Carlsbad, CA) for 1 h (1:200). Nucleic acids were stained with Hoechst, using the NucBlue Live Cell Stain Ready Probes Reagent (Invitrogen). A BZ-X800 confocal microscope (KEYENCE, Osaka, Japan) was used for observation.

### Statistical analysis

The results are shown as mean ± SD of three independent experiments. Statistical analysis was performed using the two-tailed Student’s *t* test. A *p* value < 0.05 was considered statistically significant.

## Supplementary Information

Supplementary Information.

## Abbreviations

ARMS: Alveolar rhabdomyosarcoma
CAR: Chimeric antigen receptor
ERMS: Embryonal rhabdomyosarcoma
GSEA: Gene set enrichment analysis
qRT-PCR: Quantitative real time polymerase chain reaction
RMS: Rhabdomyosarcoma
siB7-H3: SiRNA targeting *B7-H3*
siCont: Control siRNA
siPF: SiRNA targeting *PAX3-FOXO1*

# Supplementary material for: Reduced B7-H3 expression by PAX3-FOXO1 knockdown inhibits cellular motility and promotes myogenic differentiation in alveolar rhabdomyosarcoma
**Source:** Sci Rep. 2021 Sep 22;11:18802. doi: 10.1038/s41598-021-98322-z

Supplemental Figure 1. Full length blots of Western blot analysis.  
The blots shown in Figure 6 (b) were cropped from these full length blots.

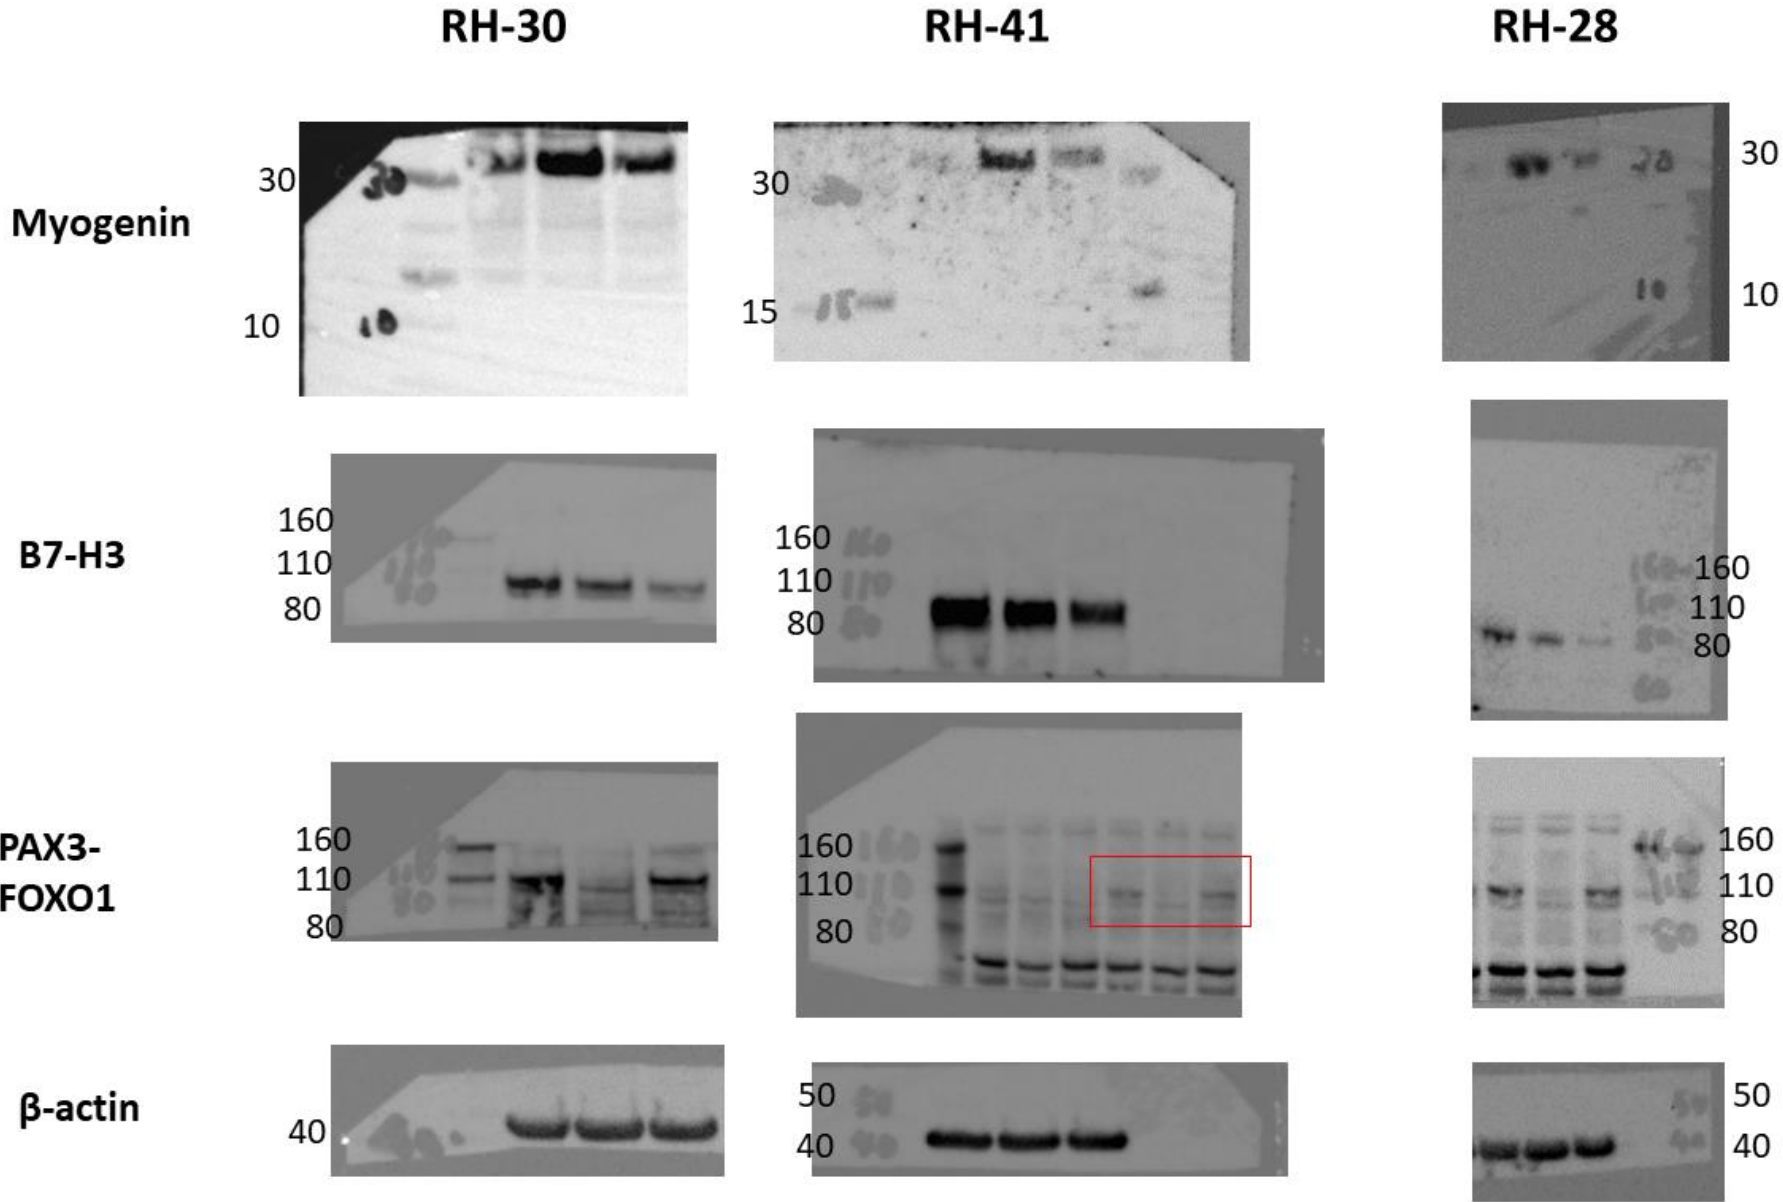

**Supplement:** Supplementary file 1 — Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

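RNA of Rh-30 cells transfected with siCont, siPF or siB7-H3 was measured on 3 GeneChip Human Genome U133 Plus 2.0 arrays, 1 array per condition. The deposited values are intensities on a linear scale, 1 per probe set and array, made by the authors with Affymetrix Expression Console 1.4.1. The summarization method and the scaling target are not given in words in the sources used here. The mean intensity of each array without the lowest and highest 2% of probe sets was computed from the values and was the same on all 3 arrays. The lowest intensities were 0.195 in siCont, 0.172 in siPF and 0.122 in siB7-H3 and the highest 37580, 49602 and 46400, so the values carry no floor. Detection calls were not used here.
The intensities were taken to log2. Probe sets were named by the platform annotation with symbols brought to current ones, control probe sets were left out, and probe sets named with several genes or none were used only where all probe sets were counted. A gene with several probe sets was represented by the one with the highest mean log2 intensity over the 3 arrays, and 10523 genes had at least 2. Each knockdown array was compared with the siCont array, and a gene counted as higher or lower at a log2 difference of at least 1 or at most -1, the threshold of the paper. No test between conditions was made, as no condition had a second array.
Shared genes were counted per direction and set beside the product of both counts divided by the number of genes, beside 100 shuffles of the 3 values within each gene, and beside the counts with another array as the reference. The median log2 difference of a gene list was ranked among 10000 random lists of the same size, matched on mean level in 20 bins. In all, 22 lists were written from general knowledge, since the gene sets of the paper's GSEA were not used here. They covered chemotaxis, interferon gamma production, T cell mediated immunity, actin filament polymerization and organization, actinin binding, sarcomere and myosin, muscle differentiation, reported PAX3-FOXO1 targets, the B7 family, interferon-stimulated genes, G1/S and DNA replication, G2/M and mitosis, p53 targets, cholesterol synthesis, the unfolded protein response, hypoxia and glycolysis, extracellular matrix and motility, ribosomal proteins, histones, neuronal genes, genes restricted to other tissues and housekeeping genes. Of the 101 measured genes restricted to other tissues, 9 are also shown in the paper's Fig. 2c (INS, PPBP, POU1F1, FIGLA, PIWIL1, RNF17, CCDC54, IMPG1 and PGLYRP3), so this list was also used without them.
The genes named were the 10 highest and the 10 lowest of each comparison that passed the level rule, the 10 shared genes in each direction with the largest smaller change under that rule, the genes named in the paper's text or shown in its Fig. 2c, PAX3, FOXO1 and CD276, and list members past 2-fold. Other genes are marked where named. The lists, the rule for naming genes, the counts and the alternatives were fixed before the data were examined, except where said otherwise. The alternatives were all probe sets in place of genes, the highest value or the median over the probe sets of a gene, leaving out probe sets that can bind several transcripts, centring each array on its median, quantile normalization, filters and a floor on low levels, the mean in place of the median of a list, a signal-to-noise ratio of both knockdown arrays against siCont, each other probe set of a named gene, and other reference levels. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and the code was tested on simulated data.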

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

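The tests of the restricted genes without those of Fig. 2c, of other reference arrays for the shared genes of all levels, of the control siRNA and of the added control transcripts were chosen only after the results were seen.
Genes outside those the paper discusses stood apart on a single array. Among 7374 genes with a mean log2 level of at least 9, 18 were at least 2-fold lower on the siB7-H3 array than on both other arrays, which lay within 1.5-fold of each other. They were CD276, PIGU, TOMM22, MAT2B, TMX1, ZMPSTE24, PLEKHB2, CERK, BECN1, VMA21, FEM1B, LEF1, MRPL45, MRTFB, PABIR2, PRXL2A, RCHY1 and TXNDC16. TMX1 had 10584 in siCont, 9333 in siPF and 3815 in siB7-H3, ZMPSTE24 had 5588, 5425 and 1926, and MAT2B had 4616, 5145 and 1693. On the siB7-H3 array alone 1 gene was higher, STMN3. On the siPF array alone 3 genes were higher, ELAVL2, MYCL and TNFRSF19, and 12 were lower, ASS1, ABAT, ARRB1, DIAPH3, KHDRBS3, KPNA1, MME, NECAP2, POU4F1, THOC7, TMED2 and ZNF736, with TMED2 at 12636 in siCont, 3896 in siPF and 13191 in siB7-H3. These genes, apart from those named at the paper's sentences, were chosen after their values were seen. The paper used 1 siRNA per target, so an effect of the target and an effect of the siRNA on other transcripts were not separated.
On the siCont array alone 21 genes were lower, and 1 gene was higher, KCNJ2. Among the 21 were GNB1 with 2643 in siCont, 6558 in siPF and 6128 in siB7-H3, RDX with 2414, 6613 and 5335, TEAD1 with 3165, 7122 and 6417, and TRIB2 with 1703, 5220 and 4184, 4 genes chosen after their values were seen. The 21 genes appear as higher in both knockdowns, and AGO4, LIMCH1 and EMP2, named earlier as higher, are among them. A gene lowered by the control siRNA and a gene made higher by both knockdowns cannot be told apart for these 21 genes, since no untransfected array was measured. Over all levels, 1706 genes were past 2-fold the same way in both knockdowns, against 1778 with siPF and 1692 with siB7-H3 as the reference, so a chance deviation of the siCont array may give as many. Among brighter genes, the second probe set went the same way in both comparisons for 59.1% of the shared genes (26 of 44). This lay between the shares set beforehand for chance and for its exclusion. Both probe sets of a gene were read on the same siCont array, so this share cannot exclude a chance deviation of that array. The counts with another reference were 85 and 45 against 68, so this part stays open.
Most genes past 2-fold were dim, 94.1% in siPF and 96.0% in siB7-H3 lying under the level of genes restricted to other tissues, a share the paper does not report. Their second probe set went the same way in 50.3% of cases (1095 of 2177), which measurement noise at low intensity may explain, against 78.8% (205 of 260) at higher levels. The 92 restricted genes not shown in Fig. 2c passed 2-fold in 32.6% in siPF and 40.2% in siB7-H3. The medians of level-matched random lists were 37.0% and 35.9%, and the shares lay at their 17.8th and 80.6th percentiles. The share was thus below the random median in siPF and above it in siB7-H3, both within the spread. How many matched genes are expressed was not determined, so the comparison cannot separate noise from real changes of weakly expressed genes. With the 9 genes of Fig. 2c, which the paper picked from these arrays, the percentiles were 52.7 and 96.2. Real changes of dim genes were not excluded.
Most of the 37 measured ribosomal protein genes were above siCont, 35 in siPF and 35 in siB7-H3. Their medians were 0.24 in siPF and 0.22 in siB7-H3, above all random lists. This did not hold after quantile normalization, which makes the brightest values of the arrays equal. The 42 probe sets of control transcripts added to the samples, which the cells do not make, had medians of 0.20 in siPF (34 higher) and 0.25 in siB7-H3 (39 higher), although no difference was intended. The 18 hybridization controls had medians of 0.23 in both (18 and 17 higher), whereas the 24 poly-A controls had 0.10 in siPF (16 higher, from -0.57 to 0.86) and 0.26 in siB7-H3 (22 higher, from -0.86 to 0.59), a wide spread in both. The 31 other genes as bright as the ribosomal protein genes had medians of 0.33 and 0.28. A lower response of the siCont array at high intensity may explain this difference, with less weight from the poly-A controls, and a biological difference in ribosomal transcripts was not tested.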

How the results depend on the processing

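The filter on all 3 arrays, the floor on named genes, the interferon gamma list filtered by level without CD276 and the reference level without the genes of Fig. 2c were chosen after the data were seen. No paired analysis was possible because each condition had 1 array. Low signal limits the counts, since few genes past 2-fold lay above the level of genes restricted to other tissues, and the list medians rest in part on dim members. The counts of lower and higher genes in siPF, in siB7-H3 and in both were within 1.5-fold of those reported with the highest or the median value per gene, without probe sets that can bind several transcripts, with centring and with quantile normalization. With all probe sets, of which there are more than genes, they were 6274 and 6560, 6403 and 6061, and 2496 and 3344. With the 60th percentile filter, which leaves fewer genes, they were 118 and 145, 87 and 83, and 14 and 42, with the reference level as the filter 95 and 125, 68 and 70, and 11 and 39, with the floor 69 and 105, 55 and 51, and 8 and 30, and with all 3 arrays over the 60th percentile 52 and 91, 48 and 46, and 4 and 26. With members over the 60th percentile of genes, the medians of chemotaxis in siPF (-0.41) and in both (-0.17), of interferon gamma production in siB7-H3 (-0.25, and -0.21 without CD276) and of muscle differentiation in siB7-H3 (0.16) came to stand apart, and actinin binding in both (0.12) no longer did. With the median over probe sets T cell mediated immunity (0.14) and muscle differentiation (0.12) in siB7-H3 came to stand apart, and actinin binding (0.080) and muscle differentiation (0.070) in both no longer did. With the highest value per array actinin binding in both (0.12) no longer stood apart, and with quantile normalization actinin binding in siB7-H3 (0.13) did. With the mean, sarcomere and myosin in siPF (0.28) and muscle differentiation in siPF (0.15) and in both (0.010) no longer did. The ribosomal medians after quantile normalization were below 0 in siB7-H3 (-0.0097) and in both (-0.018), which says nothing on their cause, since this setting makes the brightest values of the arrays equal. The share of genes past 2-fold under the reference level was 89.7%, 91.8% and 93.5% in siPF, siB7-H3 and both with the 90th percentile of the restricted genes, and 92.8% and 94.97% in siPF and siB7-H3 with the 60th percentile of all probe sets, which are lower references. Without the genes of Fig. 2c it was 94.3%, 96.2% and 97.0%. With the floor, which sets dim values to each array's own percentile, ANKMY1 had 0.053 in siPF and 0.024 in siB7-H3, RUNDC3A 0.012 in siB7-H3 and TBX19 0.0041 in siB7-H3, against lower values without it, and 43 further values of named genes were no longer past 2-fold. At other probe sets of the named genes 105 values kept their side of the threshold (those past 2-fold also their direction), 59 were no longer past 2-fold, 44 of genes past 2-fold went the other way, and of genes within 2-fold 6 were past it in the same direction and 12 in the other. The 44 were, in siPF, ANKMY1 0.15, C8orf34 0.085, ELAVL2 -0.078, FAXDC2 1.96 and 0.44, FGFR3 -0.020, HLA-DPA1 1.31, HMGA2 0.32, 0.14 and 1.70, LRRC37A3 -0.82, P4HA2 -0.26, PUS10 0.24, RCE1 -1.32, RNF17 -0.26 and -0.016, RSPH3 -1.46 and -0.53, SPN 0.44 and ZDHHC19 -0.23, and in siB7-H3, ADAM33 -0.13, ANKMY1 0.56, ATG10 0.18, CD276 0.62, EHBP1L1 0.36 and 0.21, FRK 0.35, HLA-DPA1 1.46, KYNU -0.54, LRRC37A3 -0.20, PAX7 -4.69, POM121L12 -0.050, RAB39B -0.75, RNF17 -0.83, RSPH3 -1.20, -0.23 and -0.44, RUNDC3A 0.66, SPN 1.08, SSH2 2.36, 1.53 and 0.066, ZNF219 0.47 and ZNF594 1.35. Apart from the counts, the filters and the floor, whose construction explains the change, the cause was not tested.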

Differences from the paper's values

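At the paper's threshold of 2-fold, the paper's count of lower genes in siPF was 636 against 1856 here, and the paper's count of higher genes 700 against 1922 here. In siB7-H3 the paper's counts were 565 lower and 549 higher genes, against 1868 and 1730 here. For genes past 2-fold in both, the paper's counts were 130 lower and 159 higher, against 716 and 990 here. The paper states no filter on level. None of the alternatives set before the data were examined brought any of these 6 counts within 1.5-fold of the paper's, nor did the filter on all 3 arrays added after the values were seen.
For CD276 in siPF the paper's value by qRT-PCR was about 0.60 of siCont in Fig. 1, read by eye, against 0.930 on the array, which is another assay. With another CD276 probe set the array value was 0.759, within 1.5-fold of the paper's. With the remaining probe set (1.43), centring (0.914) and quantile normalization (0.921) it was not. For MYOG in siPF the paper's value was about 3.5 in Fig. 6, read by eye, against 5.59 on the array, and 5.50 with centring and 5.57 with quantile normalization, both over 1.5-fold the paper's. The remaining qRT-PCR values, also read by eye, were within 1.5-fold of the array. CXCR4 had 0.47 against 0.461 in siPF and 0.82 against 0.773 in siB7-H3. STYK1 had 0.36 against 0.417 and 0.33 against 0.348, and MYOG in siB7-H3 had 1.8 against 2.10.
In direction, 12 of 12 lower genes and 16 of 17 higher genes read from Fig. 2c went the way shown in both knockdowns. CTNNA2, shown as higher in both, had a log2 difference of 2.85 in siPF and -0.021 in siB7-H3. The paper gives gene sets of chemotaxis, interferon gamma production and T cell mediated immunity as inactivated in both knockdowns. With the lists used here the chemotaxis median was -0.15 in siPF but 0.084 in siB7-H3, and interferon gamma production had 0.033 in siPF and -0.083 in siB7-H3. With the median over probe sets the chemotaxis median in siB7-H3 was -0.15, and with the mean in place of the median chemotaxis had -0.15 in siB7-H3 and interferon gamma production -0.031 in siPF. T cell mediated immunity had -0.079 in siPF and -0.0028 in siB7-H3. For both knockdowns against siCont, as in the paper's analysis, the medians were -0.16, -0.079 and -0.063, below 0 in each, and none was in the lowest 2.5% of random lists. T cell mediated immunity turned above 0 with the median over probe sets, to 0.082 for both, 0.013 in siPF and 0.14 in siB7-H3, the latter in the highest 2.5%, and with members at or over the 60th percentile of genes to 0.085 for both and 0.055 in siB7-H3. With members at or over the 60th percentile of genes the chemotaxis median was in the lowest 2.5% in siPF (-0.41) and for both (-0.17), and that of interferon gamma production in siB7-H3 (-0.25, and -0.21 without CD276, a setting chosen after the values were seen). In siPF the interferon gamma production median of such members was -0.084, below 0 but not in the lowest 2.5%. In no setting was T cell mediated immunity in the lowest 2.5%.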

Other observations

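The genes named in the next 2 paragraphs as examples of a list, apart from those past 2-fold, were chosen after their values were seen.
Some reported targets of PAX3-FOXO1 were lower in siPF. Of 37 such genes that passed the level rule, 7 were at least 2-fold lower in siPF, ASS1, FOXO1, FGF8, POU4F1, ABAT, HMGA2 and CXCR4, and 2 were at least 2-fold higher, MYOG and TSPAN33. FOXO1 supplies part of the transcript that siPF targets and which transcript its probe sets read was not determined, so its lower value is not counted here as a response of a target gene. In addition, 3 other probe sets of HMGA2 went the other way, with log2 differences of 0.32, 0.14 and 1.70. With values under the 60th percentile set to it, a setting chosen after the data were seen, FGF8 (-0.63) and TSPAN33 (0.58) were within 2-fold. Their higher values lay less than 2-fold above that percentile, which fixed this result. ABAT, an enzyme of GABA breakdown, had 7761 in siCont, 3487 in siPF and 7343 in siB7-H3, POU4F1 had 1542, 676 and 1576, and FGF8 had 212, 82.3 and 232. In siB7-H3 none of the 37 was 2-fold lower and MYOG was 2-fold higher. The median of the 54 measured targets was -0.058 in siPF and 0.053 in siB7-H3, at the 7.4th and 77.6th percentiles of random lists. With the 28 members over the 60th percentile of genes it was -0.0067 in siPF and -0.011 in siB7-H3, and for both knockdowns -0.086, at the 1.74th percentile, in the lowest 2.5%. Other targets such as FGFR4, with 6854, 5182 and 7100, were within 2-fold.
Genes of the cell cycle were slightly lower in siB7-H3, and genes of cholesterol synthesis slightly higher. Of 48 genes of G1/S and DNA replication, 38 were below siCont in siB7-H3, with E2F1 at 1020 in siCont and 648 in siB7-H3 and CDT1 at 1804 and 1206. Of 54 genes of G2/M and mitosis 40 were below siCont, with BIRC5 at 7477 and 5268, whereas PRC1 was at 5804 and 9138. The medians were -0.13 and -0.11 in siB7-H3, below all 10000 random lists, and 0.059 and -0.0068 in siPF. Of 17 cholesterol synthesis genes that passed the level rule 14 were above siCont in siB7-H3, with MSMO1 at 2299 and 3473 and HMGCS1 at 2133 and 3098. MSMO1 was at 1403 and HMGCS1 at 1490 in siPF. The median of 19 measured genes was 0.22 in siB7-H3, at the 99.7th percentile, and -0.11 in siPF, at the 7.7th percentile. The 3 lists kept their side of siCont in siB7-H3 under centring and quantile normalization, and with the mean the cholesterol list was at the 95.75th percentile. No gene of these lists that passed the level rule was past 2-fold, and the paper does not report these lists.
In both comparisons the medians of the remaining lists were neither in the highest nor in the lowest 2.5% of random lists. The B7 family, with 20 genes including CD276, had a median of 0.072 in siPF and -0.23 in siB7-H3, at the 65.3rd and 5.3rd percentiles. Interferon-stimulated genes had 0.045 and -0.026, p53 targets 0.0070 and -0.0027, the unfolded protein response -0.064 and 0.046, hypoxia and glycolysis 0.070 and 0.12, and extracellular matrix and motility 0.033 and 0.057. Histones had 0.022 and -0.12, neuronal genes -0.047 and 0.037, housekeeping genes 0.085 and 0.11, and genes restricted to other tissues -0.18 and -0.083. P4HA2 of the hypoxia list and ELAVL2 of the neuronal list were past 2-fold higher in siPF and POU4F1 of the neuronal list past 2-fold lower, and another probe set of P4HA2 (-0.26) and of ELAVL2 (-0.078) went the other way. Some of these lists stood apart in other settings, the neuronal genes in siPF with members over the 60th percentile of genes (-0.35), hypoxia and glycolysis in siB7-H3 with the median over probe sets (0.15), and with the mean the genes restricted to other tissues (-0.28) and the housekeeping genes (0.13) in siPF. For both knockdowns against siCont, the neuronal genes stood apart with members over the 60th percentile of genes (-0.24). With the median over probe sets the neuronal genes (-0.24) and hypoxia and glycolysis (0.16) did so for both.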
